A study of Brachypodium distachyon with 2 samples. Its data were reported in "A global profiling of uncapped mRNAs under cold stress reveals specific decay patterns and endonucleolytic cleavages in Brachypodium distachyon" (2013).

How the data were processed

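The mRNA of 12-day-old seedlings of *Brachypodium distachyon*, a small temperate grass used as a model for cereals, was measured by RNA-Seq in 2 libraries. Per the labels, plants of the diploid line ABR5 were grown at 24 °C with 16 h of light and 8 h of darkness. The RW library came from untreated plants and the RC library from plants kept at 4 °C for 24 h. Each library was made from the pooled aerial parts of several seedlings, so each group held 1 library and the spread between plants could not be measured.

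The authors selected polyadenylated RNA on oligo(dT) beads, fragmented it, primed cDNA synthesis with random hexamers, amplified the fragments by PCR and sequenced them on an Illumina HiSeq instrument. They removed low-quality reads, mapped the rest to the *Brachypodium* genome with SOAP allowing 2 mismatches, and kept uniquely mapped reads. The deposited values are RPKM, reads per kilobase of gene per 1000000 mapped reads, which the authors computed for each annotated gene without a further scaling between the libraries. PCR duplicates were not marked by molecular identifiers. Unique mapping leaves near-identical gene copies undercounted, and RPKM depends on the share of each library that its most abundant transcripts take.

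Each of the 2 files listed the same 20862 gene IDs in the same order. Of these, 2 entries of RW were written with the exponent 11, above the limit of 1000000 RPKM set here, and both genes were left out of every computation, leaving 20860 genes. The ID Bradi2g26960 occurred a second time with a trailing space and other values, and both entries were kept as they were. Neither of the 2 files paired the IDs with gene names, and 0 of the IDs matched the 31335 genes of the reference gene table. Genes are therefore given by ID. The study gives products for some of the genes, and these were not used to name genes here. Gene positions, exons and gene functions were not used here. A planned list of ribosomal protein genes was not analysed here because it needed gene products.

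The change in cold was computed as log2((RC + 1)/(RW + 1)), with a pseudocount of 1 RPKM, which understates the change of weakly expressed genes. A gene was called raised at a log2 change of at least 1.5 and lowered at -1.5 or less, the threshold used in the study. The share of genes changed more than 5-fold was computed on the same scale, with a Wilson 95% interval. The median change was taken over genes with at least 1 RPKM in 1 library or both, with a 95% interval from binomial order statistics. For each gene list, the median log2 change was set against 10000 random lists of the same size, drawn from the same of 20 bins of mean expression, and its percentile is given as a description of these libraries. With 1 library per group no p-value was computed across genes.

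The RPKM values did not come with read totals. Since a whole number of reads lies behind each RPKM value, the values of a gene are whole multiples of what 1 read is worth in that gene, and the ratio between the libraries gave their relative depth. The value of 1 read in RC was 1.036 times its value in RW. The smallest whole reads that gave both values of a gene were searched for, with lengths of up to 20000 units, and were found for 96.8% of the genes above 0 in both libraries. With denominators shifted away from the recovered ones, whole reads were found for 0.1% of 2000 genes. The recovered reads are lower bounds, because a common factor of both counts cannot be seen. For genes with recovered reads, a Clopper-Pearson 95% interval of the RC share of the reads was converted to the log2 scale. The interval is therefore at least as wide as the full reads would give. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

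The same functions were tested on simulated data made from the real genes' mean RPKM, with 200 genes changed by a known amount past the threshold. These 200 genes were drawn only from genes above a floor of mean expression, so the shares called do not cover weakly expressed genes. Of the simulated raised genes 98.0% were called raised, of the lowered genes 94.0% were called lowered, and 0.2% of the unchanged genes were called either way. Whole reads were recovered for 100.0% of the simulated genes above 0 in both libraries, for 83.8% of them exactly and for 0.0% above the true number. A planted trend over gene length was read back to 98.1% from the recovered lengths.

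The genes named in the text were chosen by a rule fixed before the data were examined: the highest gene of each library, the 2 largest rises and the 2 largest falls, the 10 genes that the study assayed by real-time RT-PCR, the 7 genes with internally cleaved transcripts that it assayed for the cleavage site, the cap or the poly(A) tail, with the control gene of its poly(A) assay, and at most the 3 miRNA targets with the largest changes past the threshold in each direction. The lists of miRNA targets and chlorophyll a-b binding genes were taken from the study in the same way. The alternatives were a pseudocount of 0.1, genes above 0 in both libraries without a pseudocount, filters at 1 and 5 RPKM, thresholds of 1 and 2, detection at 0.1 and 1 RPKM, RC scaled so that the median ratio of genes of at least 1 RPKM in both libraries was 1, and both libraries scaled to a sum of 1000000. Further alternatives were chosen after seeing the data, and are named as such below. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, with the random seed 1.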

Results

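To describe the effect of cold on the transcriptome of *Brachypodium* seedlings, mRNA abundance was compared between 1 RNA-Seq library from untreated plants (RW) and 1 library from plants kept at 4 °C for 24 h (RC). The values were RPKM, a read count divided by gene length and library size. There was no replicate of either library, so the differences below have no replicate check and describe these libraries. The depth was read from the steps between the RPKM values. The value of 1 read in RC was 1.036 times its value in RW, so the libraries were of nearly equal depth. The recovered reads summed to at least 3644798 in RW and at least 3027757 in RC. If the library sizes behind the values were 3858710 reads for RW and 3725370 for RC, 3 reads in a gene of 1000 bases would correspond to 0.777 RPKM in RW and 0.805 RPKM in RC.

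Of 20860 genes, 20203 were listed above 0 in RW and 18664 in RC, and 18007 were above 0 in both. A further 2196 genes were above 0 in RW alone and 657 in RC alone. Their typical level was near the floor: the genes listed at 0 in RC had a median of 0.949 RPKM in RW, and those listed at 0 in RW had a median of 0.634 RPKM in RC. For a gene of such a level a listed 0 does not show at this depth that its transcript was absent. At least 143 genes at 0 in RC had 20 or more reads in RW, and at least 50 genes at 0 in RW had 20 or more reads in RC. Both counts are minimums, since with a 0 in 1 library the recovered reads of a gene can be far below its true reads. At a limit of 1 RPKM, the alternative that moved these counts most, 17785 genes were listed in RW and 15219 in RC.

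The median expression over all genes was 12.29 RPKM in RW and 4.96 RPKM in RC, while the RPKM values summed to 792553 in RW and to 894850 in RC. The RC library was more concentrated. The 10 highest genes held 6.3% of the RPKM sum in RW and 18.7% in RC, the 100 highest held 17.2% and 41.6%, and the 1000 highest held 42.6% and 68.7%. The highest gene in RW, Bradi4g25750, fell from 15490 to 1571 RPKM, a log2 change of -3.30 with a 95% counting interval from -3.33 to -3.27. The highest gene in RC, Bradi2g06220, rose from 4483 to 44200 RPKM, a log2 change of 3.30. Its values gave no whole reads, so it has no counting interval.

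**Figure D1:**
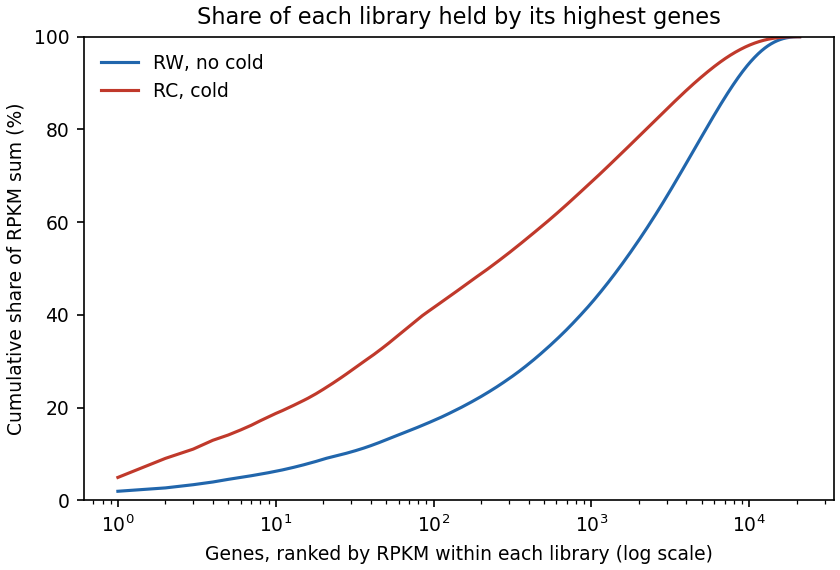
Cumulative share of the RPKM sum, in percent, against the rank of the genes by RPKM on a log scale, with 1 line for RW and 1 for RC. The RC line lies above the RW line, with 41.6% against 17.2% of the sum in the 100 highest genes.

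On the log2(RPKM + 1) scale the libraries had a Pearson correlation of 0.775 across genes, and the Spearman correlation of the RPKM values was 0.794. Both are across genes, which are not independent replicates. In cold, 1274 genes were raised and 6399 were lowered past the log2 threshold of 1.5, or 6.1% and 30.7% of genes, so lowered genes outnumbered raised genes by a factor of 5.0. The remaining 13187 genes lay between the thresholds. These counts depended most on the scale set between the libraries. With RC scaled to a median ratio of 1, 2682 genes were raised and 3047 were lowered. With an added requirement, chosen after seeing the data, that the counting interval of a gene exclude no change, 1073 genes remained raised and 5979 lowered. Of the genes lost, 147 raised and 78 lowered genes had no recovered reads and so no interval, and the intervals of 54 raised and 342 lowered genes included no change.

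**Figure D2:**
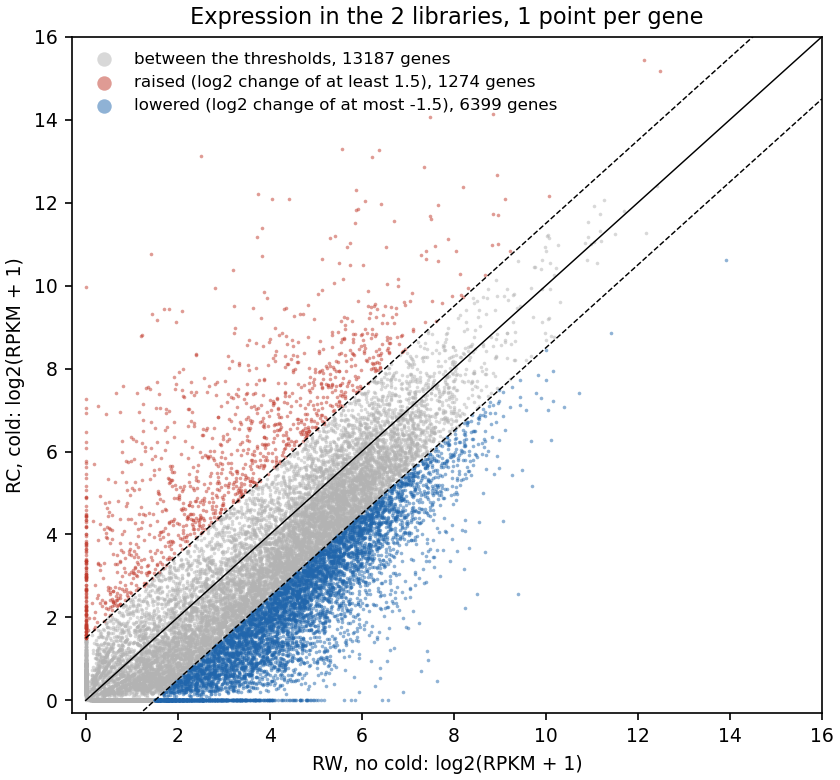
Expression of each gene in RC against RW, both axes in log2(RPKM + 1), with raised genes in red, lowered genes in blue and the thresholds at log2 changes of 1.5 and -1.5 as dashed lines. The 6399 lowered genes form a dense band below the diagonal, and the 1274 raised genes are spread more widely above it.

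The extent of the response was also described by the share of genes changed more than 5-fold. This held for 3206 genes, 15.4% of all genes with a Wilson 95% interval from 14.9 to 15.9%, of which 711 were raised and 2495 lowered. The share was 35.6% without a pseudocount when a gene at 0 in 1 library was counted as changed, an alternative chosen after seeing the data that moved it most.

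Whether the values of the libraries lay on a common scale was examined with the median change. Over the 18418 genes of at least 1 RPKM in 1 library or both, the median log2 change was -1.06 with a 95% interval over genes from -1.08 to -1.04, and 75.9% of all genes were lower in RC than in RW. The change depended on expression. Among 10 equal bins of these genes by summed RPKM, the median was -0.98 in the lowest bin, reached -1.36 in the middle bins, and was -0.21 in the highest. With RC scaled by 2.03, to a median ratio of 1 in the 14586 genes of at least 1 RPKM in both libraries, the median over the 18418 genes was -0.22.

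**Figure D3:**
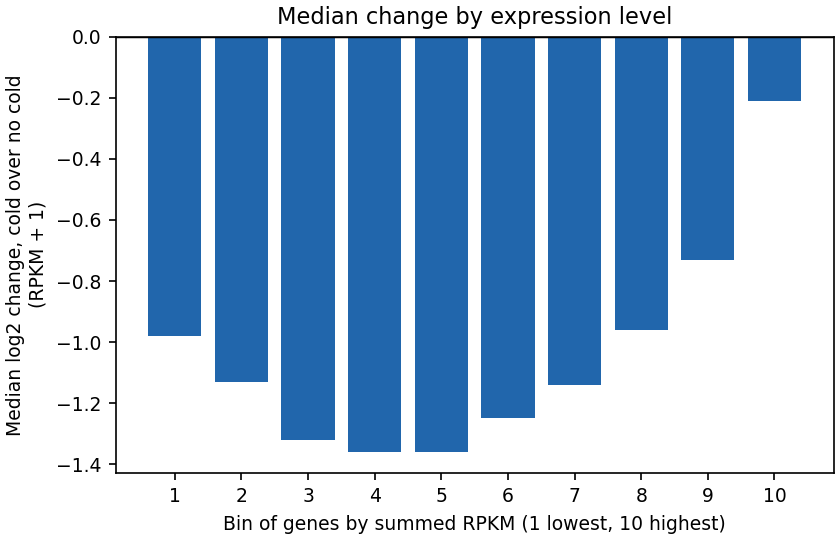
Median log2 change of RPKM + 1 in cold for 10 equal bins of the genes of at least 1 RPKM in 1 library or both, ordered from the lowest summed RPKM to the highest, with bars drawn from 0. The bars reach -1.36 in the middle bins and -0.21 in the highest bin.

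The largest rises were those of Bradi5g21290 and Bradi3g28210. Bradi5g21290 rose from 4.66 to 8977 RPKM, a log2 change of 10.63 with a counting interval from 9.83 to 11.49, on at least 9 reads in RW and 16755 in RC. Bradi3g28210 was listed at 0 in RW and at 1007 RPKM in RC, where at least 6021 reads were recovered. Its log2 change was 9.98 with a counting interval from 9.30 to 9.98, and the pseudocount sets this upper bound. With a pseudocount of 0.1 the changes were 13.30 for Bradi3g28210 and 10.88 for Bradi5g21290, so their order depended on it. The largest falls were those of Bradi3g29720, from 198.9 to 0.387 RPKM (log2 change -7.17, counting interval -7.63 to -5.98), and Bradi1g57590, from 677.5 to 4.88 RPKM (log2 change -6.85, counting interval -7.72 to -6.04). The files do not pair these IDs with gene names.

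The study checked its RNA-Seq values by real-time RT-PCR of chosen genes, and their RNA-Seq values are given here. In the deposited values, 9 of the 10 genes were higher in RC than in RW and 6 passed the threshold. The largest changes were those of Bradi3g51200, from 15.6 to 4356 RPKM (log2 change 8.04, counting interval 7.64 to 8.46), Bradi1g03760, from 46.6 to 10095 RPKM (log2 change 7.73, interval 7.42 to 8.05), and Bradi1g65780, from 81.6 to 9841 RPKM (log2 change 6.90). Bradi1g07440 rose by 2.93, Bradi1g73710 by 2.50 and Bradi3g58670 by 2.0 on the log2 scale. Bradi5g24100 and Bradi2g08890 rose by 0.89 and 0.70, with intervals from 0.56 to 1.24 and from 0.49 to 0.91. For Bradi2g55060, at 0.467 and 1.45 RPKM, and Bradi4g44950, at 2.18 and 1.62 RPKM, the counting intervals spanned 0 and a change was not detectable at this depth. With RC scaled to a median ratio of 1, the change of Bradi4g44950 turned from -0.28 to 0.43, and those of Bradi5g24100 and Bradi2g08890 passed the threshold at 1.90 and 1.72.

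The study found internal cleavage by an endonuclease in some transcripts and assayed several of their genes singly, some for the cleavage site and others for the cap or the poly(A) tail. Among these 7 genes, transcript abundance changed in both directions. Bradi2g35600 rose from 292.7 to 5299 RPKM, a log2 change of 4.17 with a counting interval from 4.08 to 4.27. Bradi2g24790 and Bradi1g31450 were lowered, with log2 changes of -1.60 (interval -1.78 to -1.42) and -2.0 (interval -2.72 to -1.33). Both intervals reach across the threshold of -1.5, and with RC scaled to a median ratio of 1 the changes were -0.58 and -1.02. The other four lay between the thresholds, with log2 changes of 0.73 for Bradi3g08917, 0.58 for Bradi4g29680, 0.27 for Bradi2g47100 and 0.14 for Bradi4g28400. The intervals of Bradi2g47100 and Bradi4g29680 spanned 0. With RC scaled to a median ratio of 1, Bradi3g08917 and Bradi4g29680 passed the threshold at 1.75 and 1.56. The change of Bradi4g28400 became -0.04 with both libraries scaled to the same sum. Bradi1g56580, the control of the poly(A) assay, went from 1258 to 771 RPKM, a log2 change of -0.71 that became 0.32 with RC scaled to a median ratio of 1.

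**Figure D4:**
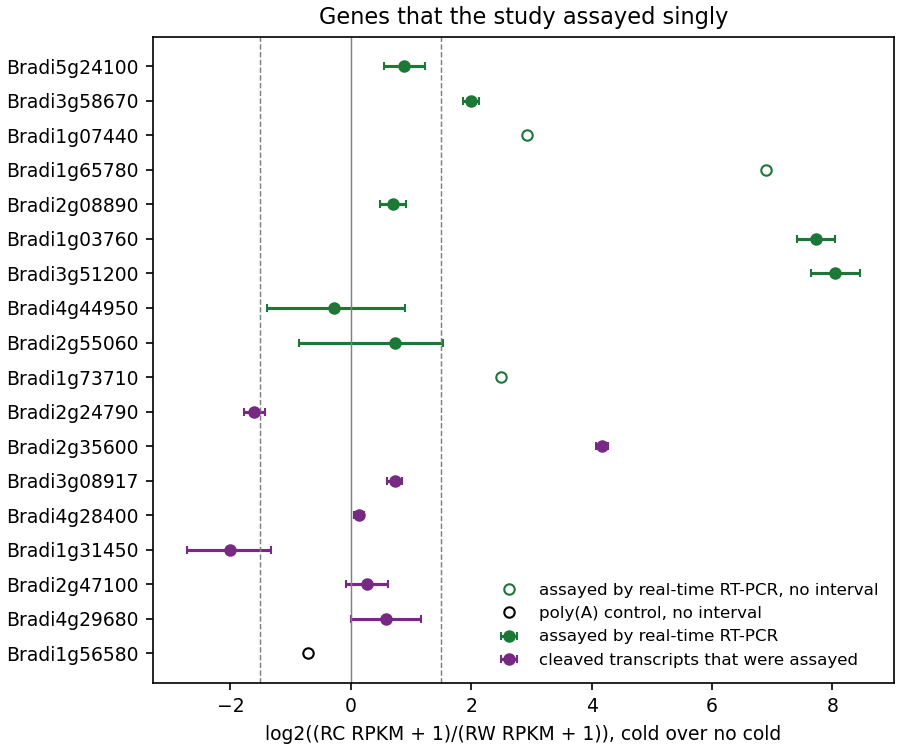
Log2 change of RPKM + 1 in cold for the genes that the study assayed singly, 10 by real-time RT-PCR and 7 with internally cleaved transcripts, with the control of the poly(A) assay. Bars are 95% counting intervals, open circles are genes without recovered reads, and the dashed lines mark log2 changes of 1.5 and -1.5; the values run from -2.0 for Bradi1g31450 to 8.04 for Bradi3g51200.

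The study related miRNAs to the abundance of their targets, and the transcripts that it names as targets of conserved miRNAs were taken as a list. Of 39 targets, 38 were in the files. Their median log2 change was -0.98, with a 95% interval from -1.43 to -0.28, at the 49.3rd percentile of random lists of the same size matched on mean expression, whose median was -0.97. The pooled list thus did not stand apart from other genes of the same expression. It holds targets of miRNAs whose own changes in cold were not analysed here, so it does not test the effect of a miRNA on its targets. With RC scaled to a median ratio of 1 their median was -0.13, at the 53.3rd percentile. In the deposited values, with the pseudocount of 1 RPKM, 1 target was raised and 11 were lowered. With a pseudocount of 0.1, 2 were raised and 15 lowered. The study itself marks more of these targets as raised and more as lowered at this threshold. The balance also depended on the scaling: with RC scaled to a median ratio of 1, 7 were raised and 3 lowered. Bradi3g06487, listed as a target of miR160, rose from 64.8 to 328.6 RPKM (log2 change 2.32). The largest falls among the targets were those of Bradi1g09900, from 36.0 to 2.19 RPKM (log2 change -3.53, counting interval -4.17 to -2.87), and of Bradi1g30337 and Bradi1g12650, which went from 5.47 and 5.17 RPKM to a listed 0, with log2 changes of -2.69 (interval -2.69 to -1.17) and -2.62 (interval -2.62 to -1.65). The interval of Bradi1g30337 reaches across the threshold. For Bradi1g30337 and Bradi1g12650 the pseudocount sets the lower bound. With a pseudocount of 0.1 their changes were -5.80 and -5.72, against -3.98 for Bradi1g09900, so the order of these falls depended on it.

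The study examined genes of light harvesting, and the 8 chlorophyll a-b binding genes that it lists were compared in the same way. Their median log2 change was 0.35, with a 95% interval from -0.79 to 1.23, at the 80.8th percentile of matched random lists, whose median was -0.17. None of them passed the threshold in either direction. Of the 8 genes 7 were higher in RC in the deposited values, and 4 were higher with both libraries scaled to the same sum. With RC scaled to a median ratio of 1 the median was 1.38, at the 81.5th percentile, and 4 of the genes were raised past the threshold.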

Values the study reported

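The study reported that about 1 in 3 genes changed more than 5-fold in expression after the cold treatment, as measured by RNA-Seq. It took log2 fold changes of 1.5 in either direction as the threshold of change.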

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

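No paired analysis was possible because each group held 1 library. The alternative that counts a gene at 0 in 1 library as changed and the one that requires a counting interval without 0 were chosen after seeing the data, and the others before the data were examined. No test of an explanation is given in this part.

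Of 55 values computed under an alternative for the counts, shares and medians, 33 stayed within their limits, 1.5 times a count or the 95% interval of a share or median, and 22 moved beyond them. The numbers of genes listed in each library stayed within 1.5 times at 0.1 and 1 RPKM, for both libraries, for genes in both and for genes in 1 library alone.

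The direction of the main pattern, more genes lowered than raised and a median below 0, was the same under each alternative that was run, but its size was not. The scaling of RC to a median ratio of 1 sets the median of the genes of at least 1 RPKM in both libraries to 0 by construction, so its values do not test the direction. The number of raised genes was 1989 with a pseudocount of 0.1, 2682 with RC scaled to a median ratio of 1, 2171 with genes at 0 in 1 library counted as changed, and 1925 at a log2 threshold of 1. The number of lowered genes was 3047 with RC scaled to a median ratio of 1, 9616 at a threshold of 1 and 3755 at a threshold of 2.

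The share of genes changed more than 5-fold left its interval under every alternative that was run. It was 30.5% with a pseudocount of 0.1, 25.4% for genes above 0 in both libraries without a pseudocount, 35.6% with genes at 0 in 1 library counted as changed, 17.4% and 21.5% with filters at 1 and 5 RPKM, 12.0% with RC scaled to a median ratio of 1 and 18.8% with both libraries scaled to the same sum. The pseudocount and the treatment of zeros moved it more than either scaling did.

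The median log2 change, taken over genes of at least 1 RPKM in 1 library or both unless stated, was -1.25 with a pseudocount of 0.1, -1.18 for genes above 0 in both libraries without a pseudocount, -0.87 over all genes without a filter, -1.12 with a filter at 5 RPKM, -1.24 with both libraries scaled to the same sum and -0.22 with RC scaled to a median ratio of 1. Only under that scaling did the medians of the lists leave their intervals, to -0.13 for the miRNA targets and 1.38 for the chlorophyll a-b binding genes. Their percentiles among matched random lists went from 49.3 to 53.3 and from 80.8 to 81.5, since the random lists moved with them. For the other moved values the cause was not tested.

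Of the 28 genes named singly, 22 had a counting interval. A pseudocount of 0.1 moved 4 of these outside it, scaling to the same sum moved 8, and scaling RC to a median ratio of 1 moved 17. No direction changed with a pseudocount of 0.1. With both libraries scaled to the same sum 1 gene changed direction, and with RC scaled to a median ratio of 1 the direction changed for 2 genes, 2 genes left the threshold and 4 reached it.

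Summing isoforms was not run, since the values were given per gene, and lists taken from annotated gene products were not run for want of gene products. The depth limits what can be said of genes of a few reads. If 3 reads in a gene of 1000 bases correspond to 0.777 RPKM in RW, a fall from that value to 0 is within counting error.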

Other observations

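The tests of depth, of the 1000 highest genes, of gene length, of the misprinted entries and of the length unit were chosen only after the result they bear on had been seen; the tests of the 100 highest genes, of redrawn reads and of neighbouring IDs were chosen before.

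The share of genes changed more than 5-fold was 15.4% here. That is lower than the value quoted from the study above. Without a pseudocount, and with a gene at 0 in 1 library counted as changed, the share was 35.6%, so the handling of zeros and low values is a candidate explanation of the difference.

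On the scale with a pseudocount of 1 RPKM, counting noise gave far fewer genes changed more than 5-fold than were observed. When the recovered reads of each of 20284 genes were redrawn at a rate shared by both libraries, the median over 100 redraws was 57 genes changed more than 5-fold and the highest was 68, against 3089 observed in the same genes. This compares the 2 libraries and not the conditions, since variation between plants was not measured.

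The fall of the median gene invites a second look. The log2 changes would centre near 0 if most genes were unchanged and abundant transcripts took a similar share of both libraries. That share was not similar here: the 100 highest genes held 17.2% of the RPKM sum in RW and 41.6% in RC. A difference in depth was examined by what 1 read was worth, and by the ratio of 1.036 the libraries differed little in depth. RPKM is already divided by library size, so this ratio cannot decide what caused the fall. Gene length was tested with the recovered lengths, and the median log2 change differed by 0.21 between the longest and the shortest of 5 equal bins of genes, which is small beside the median of -1.06. These lengths are lower bounds, taken from genes with more than 3 recovered reads in both libraries and no common factor of these reads. In simulated data 84.9% of such lengths were exact, and 98.1% of a noise-free trend over length ranks was read back. That covers the sorting of the lengths only, since no length bias was planted in the simulated changes. The concentration of the RC library was tested by leaving out the highest genes. With RC rescaled to the RW sum and no gene left out, the median was -1.18. Without the 100 highest genes of each library and with RC rescaled to the sum of the rest, it was -0.79, and without the 1000 highest it was -0.49. Leaving out more genes and rescaling brings the rest towards 0 by construction, so these values do not measure how much of the fall is due to concentration. The pattern may combine the growth of a wider set of abundant transcripts, which lowers the share left to all others, with a lower level of many genes in cold. The test with the 1000 highest genes does not separate these. A difference between the library preparations could not be tested with 1 library per group.

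Raised genes often had consecutive IDs, meaning IDs adjacent among those listed. There were 158 pairs of neighbouring IDs with both genes raised, against a median of 79 and a highest value of 110 in 10000 permutations within 10 equal bins of mean expression, so shared expression level did not account for them. The longest run was 8 consecutive raised IDs, with log2 changes from 1.58 to 6.93. Within pairs the log2 changes differed by a median of 1.04, compared with 1.0 for random pairs of raised genes. The changes were thus no more alike within pairs, which gives no sign of reads shared between neighbouring paralogs, and the authors kept uniquely mapped reads. Tandem copies that respond together are a candidate explanation that was not tested, since sequences were not compared here, and for the same reason shared reads are not excluded.

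The deposited RPKM values may have been computed per kilobase of coding sequence, with smaller library sizes than the steps between the values show at first. The apparent denominators were 11576130 and 11176110 reads, and under them the lengths of 9193 genes with more than 3 recovered reads in both libraries and no common factor of these reads had a median that, with the unit taken as a codon, would be 1188 bases. The denominators would then be 3858710 and 3725370 reads. The recovered reads, which are lower bounds, came to 94.5% of this in RW and 81.3% in RC, below the total in both. This is also below the apparent denominators, so it leaves the reading possible without favouring it. The relative depth of the libraries does not rest on it.

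The 2 entries of RW with the exponent 11 belonged to Bradi1g45210, at 2.86 RPKM in RC, and Bradi2g07690, at 26.4 RPKM in RC. Lost decimal points are a candidate explanation, which was tested on the order of the file, since 94.9% of neighbouring entries were in rising order of the ratio of RC to RW. Restored to 30.9 and 70.4 RPKM, the entries gave log2 ratios outside those of their neighbours, with the larger distance 0.041 and the other 0.007. A simple shift of the point was thus close to the order but did not meet it. The neighbours allowed only 29.95 to 30.04 RPKM for Bradi1g45210 and 70.00 to 70.01 RPKM for Bradi2g07690. With windows this narrow and some neighbouring entries out of order, the miss cannot decide against lost decimal points. The genes stayed out of the comparisons. No biological explanation was tested.

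A group of 576 genes gave no whole reads under the denominators that held for the rest. They made up 10.5% of the highest of 10 equal bins of genes by summed RPKM and 1.9% of the other bins. Within the highest bin, the 218 such genes had a median log2 change of 0.83 and the 1868 others a median of -0.36. Of the 568 such genes above 0 in both libraries, 41.5% had an ID that did not end in 0, against 14.9% of the others. In RC 4 genes had the value 0.0001, far below what 1 read is worth. No explanation of these values was tested.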
